A study of Mus musculus with 12 samples.

How the data were processed

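RNA sequencing was performed on 12 libraries of macrophages sorted from mouse bone marrow, 3 libraries in each of 4 groups. Per the labels' protocols, marrow was flushed from femur and tibia, red cells were lysed, and live single cells were sorted with antibodies. General macrophages were sorted by CD11b and F4/80, and niche macrophages by VCAM1, CD163 and CCR3. The sample titles call both sorts general macrophages, whereas the design text calls the sort by VCAM1, CD163 and CCR3 niche-specific. The sorting antigens were taken to decide the population. Total RNA was depleted of ribosomal RNA with a commercial kit, fragmented and made into Illumina libraries on an automated system, per the labels' protocols.

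The authors deposited 1 table of expected counts, with 18467 gene symbols and 12 columns. Of its values, 73.9% were whole numbers, so the unit was taken from the values to be expected counts, not normalized. The aligner, the counting program, the genome build, the annotation and the strandedness were not stated in the labels or the file header. No coordinates are given for that reason. Symbols were matched to GENCODE mouse release M21, used only for gene type, transcript length and GC content, and 18026 symbols matched. Among the tested genes, 12634 (98.1%) had a GC content. The expected counts were rounded to whole numbers before testing.

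Columns were assigned to samples by their names. The columns of niche macrophages from normal marrow carried replicate numbers that differ from those in the sample titles, so they were used as replicates of that group without a number and are called A, B and C. The shared replicate numbers of the other 3 groups come from the titles. The design text describes the replicates as different mice, so no block was used in the main model. Chi-square statistics of the counts of library pairs within a group were between 139 and 411 per degree of freedom, so no pair agreed within sampling noise and every library was counted once.

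Genes were kept with edgeR's filterByExpr, which left 12882 genes. Counts were scaled with trimmed mean of M values (TMM) factors and fitted with edgeR 4.0.16 in R 4.3.3, with 4 group means over all 12 libraries and quasi-likelihood F-tests. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes with an adjusted p-value under 0.05 are called. Expression is given as CPM, the count relative to the library total after TMM scaling. Standard errors of log2 fold changes were computed from the F statistic. Gene lists were written before the data were examined and tested with camera at an inter-gene correlation of 0.01, adjusted over 60 tests of lists and comparisons, for lists with at least 3 tested genes. The effect of a list is the mean log2 fold change of its tested genes. The direction given is the sign of that mean, which is not the statistic that camera tests. Library measures were compared with exact two-sided permutation tests of the difference in means, for which 3 libraries against 3 cannot give a p-value under 0.1.

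Named genes followed a rule fixed before the data were examined. They are the 5 genes of the sorting antigens; for each comparison the 4 largest increases and 4 largest decreases among called genes with a mean of at least 10 CPM and no overlap between groups; and the 3 genes with the smallest p-values of the island macrophage and iron handling lists in each comparison of populations. Where no gene was called, the 3 genes with the smallest p-values are named and described as not passing.

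The alternatives were RLE scaling, library size only, no low-count filter, a filter of 10 counts in every library, DESeq2 1.42.0, limma-voom (limma 3.58.1) with sample quality weights, robust dispersion, a 2-fold minimum, only the 6 libraries of a comparison, a replicate block, removal of haemoglobin, immunoglobulin and mitochondrial genes, and leaving out each library in turn. For the island macrophage and iron handling lists, an inter-gene correlation estimated from the data was also used. The other lists were not followed under any alternative. Alternatives chosen after the data were examined were a minimum mean of 50 CPM, removal of small non-coding RNA genes, thinning of all libraries to the smallest total, and corrections for GC content and gene length. The averaged effect of metastasis over both populations was also added after the data were examined.

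The procedure was tested on simulated counts drawn with the means, library sizes and gene dispersions of the real libraries, with 200 genes changed. At these dispersions, 14 of 100 genes changed 4-fold and 53 of 100 changed 16-fold were called, and 5 of 72 calls were false. With the dispersion set to 0.1, 98 of 100 and 100 of 100 were called. At the real dispersions, 4.96% of genes in a simulated comparison without changes had an unadjusted p-value under 0.05. Splits of the real libraries that mix the compared groups gave between 1103 and 1251 of 12882 genes in normal marrow. They gave between 1144 and 1415 in niche macrophages, 414 and 616 in metastatic marrow, and 384 and 543 in general macrophages. The simulation did not reproduce these departures, so its share of false calls need not hold for the real comparisons. Totals were between 13688000 and 30332400 counts per library, and 3 counts corresponded to between 0.109 and 0.243 CPM after TMM scaling. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.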

Results

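Transcripts were measured in 2 macrophage populations sorted from the bone marrow of female mice, either healthy or carrying bone metastases of E0771, a mouse breast cancer cell line. General macrophages carried CD11b and F4/80, antigens shared by many myeloid cells. Niche macrophages carried VCAM1, CD163 and CCR3, and the series relates them to the erythroblastic niche, in which macrophages surrounded by developing red cells take part in red cell production. Each of the 4 groups held 3 libraries from different mice. General macrophages from normal marrow had totals of 15042000, 18500600 and 20777200 counts in replicates 1 to 3, and those from metastatic marrow had 30332400, 24278100 and 25603900. Niche macrophages from normal marrow had 13688000, 20187500 and 20492600 counts in libraries A to C, and those from metastatic marrow had 18565100, 20952800 and 21579500 in replicates 1 to 3.

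The number of genes with at least 10 counts was 9935 ± 590.4 (SD, n = 3) in general macrophages from normal marrow, 11561 ± 1141 (SD, n = 3) in general macrophages from metastatic marrow, 8482 ± 702 (SD, n = 3) in niche macrophages from normal marrow and 10352 ± 1091 (SD, n = 3) in niche macrophages from metastatic marrow. Genes of the U3 small nucleolar RNA, several of them identical copies whose counts cannot be told apart, took between 6.65% and 24.2% of the counts of a library. Mitochondrial transcripts made up 0.281% ± 0.171 (SD, n = 3) of counts in general and 1.54% ± 0.228 (SD, n = 3) in niche macrophages from normal marrow. In metastatic marrow the shares were 0.367% ± 0.0202 (SD, n = 3) and 1.37% ± 0.221 (SD, n = 3). The libraries of the 2 populations did not overlap in either marrow state. The exact two-sided permutation p-value was 0.1 in each case, the smallest that 3 against 3 can give, and 0.188 after adjustment over 32 tests.

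Replicates differed widely. Pearson correlations of log2 CPM across genes, which are not independent replicates, lay between 0.742 and 0.771 within general macrophages from metastatic marrow and between 0.606 and 0.620 within niche macrophages from normal marrow. Between populations they lay between 0.583 and 0.694. The common biological coefficient of variation was 1.30.

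**Figure D1:**
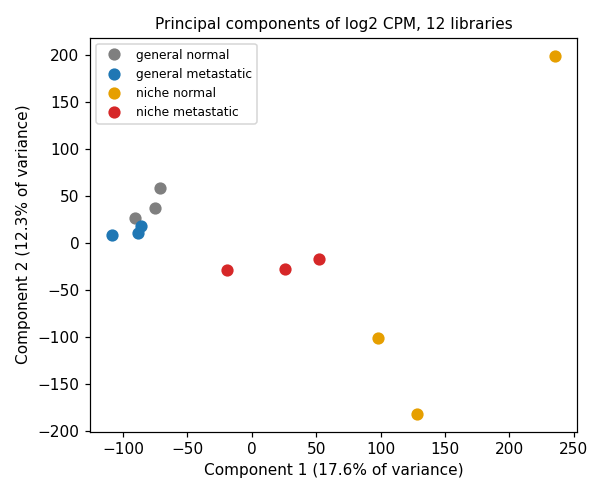
First and second principal components of log2 CPM for the 12 libraries, with one point per library coloured by group; axes are component scores, with 17.6% and 12.3% of the variance. All 6 general macrophage libraries lie at -71.0 or lower on component 1 and all 6 niche libraries at -19.1 or higher, and the niche libraries from normal marrow are the most scattered.

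The transcripts of the sorting antigens were examined first, as a check of the labels. Vcam1 was at 63.4 ± 20.6 CPM (SD, n = 3) in general and 2161 ± 81.0 CPM (SD, n = 3) in niche macrophages from normal marrow, a log2 fold change of 5.09 ± 0.31 (SE; edgeR adjusted p = 1.46e-08). In metastatic marrow it was at 82.4 ± 13.5 and 1166 ± 395 CPM (SD, n = 3 each), a log2 fold change of 3.82 ± 0.29 (SE; edgeR adjusted p = 7.69e-07). Cd163 was higher in niche macrophages by log2 fold changes of 6.22 in normal marrow (edgeR adjusted p = 0.000187) and 5.20 in metastatic marrow (edgeR adjusted p = 0.00115). Ccr3 was higher by 5.59 (edgeR adjusted p = 3.48e-07) and 3.54 (edgeR adjusted p = 3.70e-05) on the log2 scale. Adgre1, which encodes F4/80, was also higher in niche macrophages, with a log2 fold change of 1.96 in normal marrow (edgeR adjusted p = 0.00246). In metastatic marrow the log2 fold change of Adgre1 was 1.18, which did not pass over all genes (edgeR adjusted p = 0.166) but did over the 5 markers alone (edgeR adjusted p = 0.00274). Itgam, which encodes CD11b, had log2 fold changes of -0.87 and -0.34 and did not pass over all genes (edgeR adjusted p = 0.0983 and 0.974). Over the 5 markers alone the adjusted p-values of Itgam were 0.00378 and 0.214 by edgeR.

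**Figure D2:**
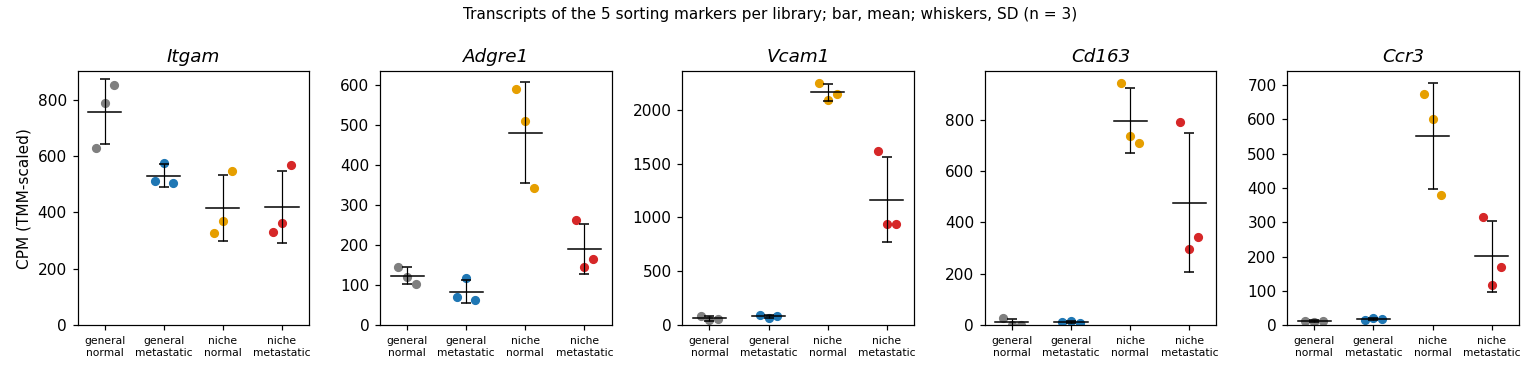
CPM of the 5 sorting marker transcripts in each library, grouped by population and marrow state; points are libraries, horizontal bars the mean and whiskers the SD of 3 libraries, on linear axes starting at 0. Vcam1, Cd163 and Ccr3 are higher in all niche libraries than in any general library, and Itgam is at 415 ± 116 CPM in niche against 757 ± 115 CPM in general macrophages from normal marrow.

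Niche and general macrophages were compared within each marrow state to find which transcripts distinguish the niche population. In normal marrow, 318 of 12882 genes were called by edgeR's quasi-likelihood test, 193 higher and 125 lower in niche macrophages. An unadjusted p-value under 0.05 was found for 2443 genes, against 644.1 if p-values were uniform and between 1103 and 1251 in other splits of the same 6 libraries. The other splits also exceeded 644.1, so that number is no fair baseline here. Adjusted p-values rest on the same p-values and may be too small. The number of called genes depended most on the test, with 1825 genes called by DESeq2. In metastatic marrow, 107 genes were called, 74 higher and 33 lower. Of these, 87 were also called in normal marrow, with the same direction in all 87. Of the 318 genes called in normal marrow, 295 had the same sign in metastatic marrow.

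Among the largest increases in normal marrow, Nuak1 was at 56.3 ± 28.8 CPM (SD, n = 3) in niche macrophages and at or under the floor of 3 counts in all general libraries, so that its mean was at least 273-fold higher (edgeR adjusted p = 0.0185). The same held for Snn, at least 277-fold higher (edgeR adjusted p = 0.0478), Cd4, at least 327-fold higher (edgeR adjusted p = 0.0130), and Chp2, at least 229-fold higher (edgeR adjusted p = 0.0439). The largest decreases were in H4c9, at least 155-fold lower (edgeR adjusted p = 0.0137), Parp10, with a log2 fold change of -8.27 (edgeR adjusted p = 0.0287), Ace, at least 97.3-fold lower (edgeR adjusted p = 0.0439), and Apba1, with a log2 fold change of -8.12 (edgeR adjusted p = 0.00169). Each fold given as a minimum divides a group mean by the floor and leaves out the spread between replicates. The log2 fold changes of these genes had standard errors between 1.81 (H4c9) and 2.68 (Snn). H4c9 belongs to a family of near-identical histone genes, so its counts are uncertain. Snn and Ace lost their call in each of the 6 fits that left out one library, Chp2 in 5, Parp10 in 4, Nuak1 and Cd4 in 3 and H4c9 in 1.

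In metastatic marrow the largest increases were in Itgad, at 109 ± 70.6 CPM in niche against 0.282 ± 0.114 CPM in general macrophages (SD, n = 3 each; edgeR adjusted p = 1.46e-05), Slc1a3, Fabp4 and Epb41l3. Their log2 fold changes were 8.58, 8.13, 7.72 and 7.25. The largest decreases were in P2ry1, Capn2, Fn1 and F13a1. The log2 fold changes of P2ry1, Capn2 and F13a1 were -8.37, -6.97 and -3.07. Fn1 was at 953 ± 449 CPM (SD, n = 3) in general and 59.7 ± 17.2 CPM (SD, n = 3) in niche macrophages (edgeR adjusted p = 1.97e-05). F13a1 was at 916 ± 160.3 and 109 ± 39.7 CPM (SD, n = 3 each; edgeR adjusted p = 1.46e-05). Capn2 lost its call in 5 of the 6 fits that left out one library, and P2ry1 and Fabp4 in 3.

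The island macrophage list holds genes associated with macrophages of erythroblastic islands. Its 18 tested genes had a mean log2 fold change of 4.62 in niche against general macrophages in normal marrow, with 18 of 18 genes higher (camera adjusted p = 3.81e-40). In metastatic marrow the mean was 3.96, with 17 of 18 higher (camera adjusted p = 9.78e-52). Igf1 was at 14.3 ± 3.56 CPM in general and 554 ± 173 CPM in niche macrophages from normal marrow (SD, n = 3 each; edgeR adjusted p = 2.23e-07). Maf and Mrc1 were higher by log2 fold changes of 4.42 and 5.97 in normal marrow and 4.87 and 4.87 in metastatic marrow. The 25 tested iron handling genes had a mean log2 fold change of 1.48 in normal marrow, with 18 of 25 higher (camera adjusted p = 0.000167). This adjusted p-value was 0.0228 with the inter-gene correlation estimated from the data. In metastatic marrow the mean of the list was 0.13, with a median of 0.57 and 17 of 25 higher (camera adjusted p = 0.00216). With the estimated correlation the adjusted p-value there was 0.0574. Hmox1 was at 61.6 ± 13.3 CPM in general and 1101 ± 267 CPM in niche macrophages from normal marrow (SD, n = 3 each; edgeR adjusted p = 3.48e-07). Slc40a1, which encodes the iron exporter ferroportin, was at 384 ± 48.7 and 2375 ± 456 CPM (SD, n = 3 each; edgeR adjusted p = 3.38e-06). Trf was higher by a log2 fold change of 3.27 (edgeR adjusted p = 0.00195). The 3 genes were also higher in metastatic marrow, by 3.27, 1.89 and 3.33 on the log2 scale.

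Lists of other cells' transcripts also separated the populations. Niche macrophages had higher erythroid transcripts, with mean log2 fold changes of 4.56 in normal (camera adjusted p = 7.44e-10) and 4.22 in metastatic marrow (camera adjusted p = 5.70e-17). B and plasma cell transcripts were higher by 5.07 (camera adjusted p = 4.86e-12) and 4.21 (camera adjusted p = 1.15e-18). Monocyte transcripts were lower, with means of -2.07 (camera adjusted p = 3.33e-11) and -1.10 (camera adjusted p = 5.09e-10). Neutrophil transcripts had means of -1.03 (camera adjusted p = 3.19e-08) and -0.81 (camera adjusted p = 7.55e-09), and eosinophil transcripts -2.65 (camera adjusted p = 0.00295) and -1.27 (camera adjusted p = 0.00216). Proliferation transcripts were lower in niche macrophages from metastatic marrow (-0.47, camera adjusted p = 0.0272). The T and NK cell, megakaryocyte, stromal and endothelial, and interferon response lists did not pass in either marrow state. The tumour and epithelial list had fewer than 3 tested genes and was not tested.

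**Figure D3:**
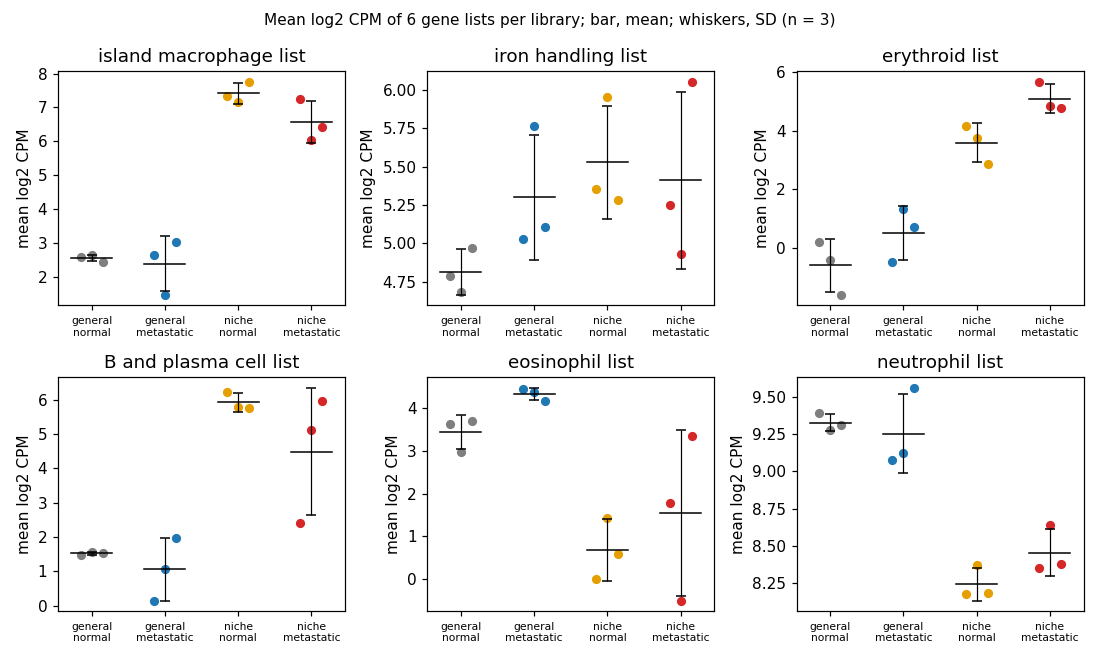
Mean log2 CPM of the tested genes of 6 lists in each library, grouped by population and marrow state; points are libraries, horizontal bars the mean and whiskers the SD of 3 libraries, and the axes do not start at 0. The island macrophage list is at 7.41 ± 0.31 in niche and 2.57 ± 0.10 in general macrophages from normal marrow, while the niche libraries from metastatic marrow spread widely for the B and plasma cell list, at 4.49 ± 1.86.

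Metastatic and normal marrow were compared within each population to measure the effect of metastasis. In general macrophages 2 genes were called by edgeR, both lower in metastatic marrow, and 660 genes had an unadjusted p-value under 0.05, against 644.1 if p-values were uniform and between 384 and 543 in other splits of the same 6 libraries. DESeq2 called 141, of which 88 were higher and 53 lower. Gm37347 fell from 497 ± 48.2 to 116 ± 35.3 CPM (SD, n = 3 each), a log2 fold change of -2.10 ± 0.33 (SE; edgeR adjusted p = 0.0306). It lies inside Il1r2 in the GENCODE annotation, so its counts could include reads of that gene. Thbs1 fell from 833 ± 18.6 to 268 ± 23.4 CPM (SD, n = 3 each), a log2 fold change of -1.63 ± 0.26 (SE; edgeR adjusted p = 0.0306). In niche macrophages Thbs1 was the 1 gene called, falling from 364 ± 61.0 to 114 ± 32.3 CPM (SD, n = 3 each), a log2 fold change of -1.68 ± 0.26 (SE; edgeR adjusted p = 0.0438). In the niche population 1642 genes had an unadjusted p-value under 0.05, against between 1144 and 1415 in other splits. These splits also exceeded 644.1, so the excess over uniform p-values cannot be put down to metastasis alone. With only the 6 libraries of the comparison, 599 of 9789 tested genes had an unadjusted p-value under 0.05. DESeq2 called 954 genes in niche macrophages, 638 higher and 316 lower. Both calls in general macrophages were lost in each of the 6 fits that left out one library, and the call of Thbs1 in niche macrophages in 3 of 6. After a GC or a length correction Thbs1 was not called in niche macrophages.

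The island macrophage list was lower with metastasis in niche macrophages, with a mean log2 fold change of -0.92 and 1 of 18 genes higher (camera adjusted p = 2.38e-05). This adjusted p-value was 0.0698 when the inter-gene correlation was estimated from the data. In general macrophages the mean was -0.26 (camera adjusted p = 0.0674). The iron handling list did not pass in niche (-0.66, camera adjusted p = 0.0581) or general macrophages (0.70, camera adjusted p = 0.863). With one library left out, the island macrophage list in general macrophages and the iron handling list in niche macrophages each passed in 2 of 6 fits. Proliferation transcripts were higher with metastasis in general macrophages, with a mean log2 fold change of 0.58 and 19 of 19 genes higher (camera adjusted p = 0.00130). In niche macrophages the mean was 0.26 (camera adjusted p = 0.0632). In general macrophages, erythroid transcripts were also higher with metastasis (1.31, 8 of 13 genes higher, camera adjusted p = 0.0378). B and plasma cell transcripts were lower (-0.18, 4 of 10 genes higher, camera adjusted p = 0.0270). For both lists the mean log2 CPM of the libraries overlapped between the marrow states.

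The difference of the metastasis effect between the populations was tested directly. No gene was called by edgeR, the smallest adjusted p-value being 0.452, and 1016 genes had an unadjusted p-value under 0.05. DESeq2 called 410. The 3 genes with the smallest p-values, none passing, were Paqr9, Sash1 and Lhfpl2, with log2 differences of -4.38, -6.14 and 7.11. Over the 5 sorting markers alone, Vcam1 (-1.27 ± 0.37 SE, edgeR adjusted p = 0.00736) and Ccr3 (-2.05 ± 0.52 SE, edgeR adjusted p = 0.00420) differed between populations, whereas over all genes both had an edgeR adjusted p-value of 0.452. No gene list passed for this difference. The island macrophage list had a mean of -0.66 (camera adjusted p = 0.0830), and it passed in 2 of 12 fits that left out one library. The iron handling list had a mean of -1.35 (camera adjusted p = 0.152).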

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

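Each test in this part was chosen after the result was seen. The effect of metastasis on 2 sorting marker transcripts differed between the populations by edgeR when adjusted over the 5 markers alone, though not over all genes. The log2 difference was -1.27 for Vcam1 and -2.05 for Ccr3. In niche macrophages Vcam1 changed by -0.89 and Ccr3 by -1.46 with metastasis, and in general macrophages by 0.38 and 0.59. Adgre1 changed by -1.34 in niche macrophages (edgeR adjusted p over the 5 markers = 0.00208) and by -0.55 in general macrophages. Its difference of -0.79 did not pass over the 5 markers (edgeR adjusted p = 0.178). Cd163 changed by -0.74 and Itgam by 0.02 in niche macrophages, and by 0.29 and -0.51 in general macrophages. The fall in niche macrophages was therefore not limited to Vcam1 and Ccr3. Vcam1 and Ccr3 were each lower in every niche library from metastatic marrow than in any from normal marrow.

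Several technical explanations were tested by the larger of the 2 adjusted p-values over the 5 markers, which was 0.00736 in the fit reported. It was 0.0439 after a GC correction, 0.0185 after a length correction and 0.0257 with library size only. GC content, length and scaling therefore do not fully account for the difference. With all libraries thinned to the smallest total it was 0.00591 and the log2 differences were -1.28 and -2.12. Each library had at least 139 counts of either transcript, too many for thinning to move them far, so this was no test of depth. All 12 fits that left out one library kept the larger adjusted p-value under 0.05, with a largest value of 0.0226. It was 0.161 with limma-voom and 0.00361 with DESeq2, so the result depended on the test. Over all genes, Ccr3 passed under a processing alternative and Vcam1 under none.

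A smaller share of the sorted cells in the niche libraries from metastatic marrow could also lower these transcripts. The island macrophage list changed by -0.92 in the same comparison, as such a mixture would give, but neither the neutrophil (0.19, camera adjusted p = 0.916) nor the monocyte list (0.59, camera adjusted p = 0.638) rose past the threshold. The lists of other cells did not pass either. Eosinophil (2.26, camera adjusted p = 0.399), erythroid (0.98, camera adjusted p = 0.318) and stromal and endothelial transcripts (1.67, camera adjusted p = 0.992) had positive means. B and plasma cell (-1.04, camera adjusted p = 0.152), T and NK cell (-1.52, camera adjusted p = 0.135) and megakaryocyte transcripts (-1.97, camera adjusted p = 0.216) had negative means. If cells of the general sort were the admixture, they would have to give 47.9% of the RNA to account for the mean fall of Vcam1 and 65.7% for that of Ccr3. At 47.9% the summed CPM of the monocyte list would rise from 1396 to 3322 and that of the neutrophil list from 11533 to 15401. They were 1377 and 11925, and the largest share that either list gave in a library was 10.2%. This assumes that the sorted cells' own transcripts of these lists did not fall. The summed CPM, in which abundant genes weigh most, then go against dilution by cells of the general sort as the main source. Other values go with dilution. Mean log2 CPM of the monocyte list was 5.64 ± 0.23 in niche libraries from metastatic and 5.03 ± 0.29 in those from normal marrow (SD, n = 3 each). On component 1 the niche libraries from metastatic marrow lay between those from normal marrow and the general libraries. Dilution by cells of the general sort is therefore not excluded. Admixture of other cells was not tested in this way, and a lower expression of the same genes within the cells would give the same fall of the island macrophage list, so the pattern cannot be told apart from a change in sort purity of that kind. That metastasis lowers the niche programme in these cells remains a hypothesis.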

How the results depend on the processing

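Across the 10 results for the sorting markers between populations, 134 of 145 processing alternatives left direction and side of the threshold as reported, with 3 weaker and 8 stronger. Of 60 results with one library left out, 59 were as reported and 1 was stronger. For all named genes, 853 of 908 results under processing alternatives were as reported, with 27 weaker and 28 stronger. With one library left out, 394 of 462 were as reported, with 54 weaker, 9 stronger and 5 reversed.

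The choice of test moved the counts most, and the cause was not tested. DESeq2 called 1825 and 480 genes between populations in normal and metastatic marrow, 141 and 954 for metastasis in general and niche macrophages, and 410 for the difference of the effects. Most of its calls for metastasis were higher (88 and 638 genes), whereas those of edgeR were lower. Limma-voom called 186, 178, 23 and 11 for the first 4 comparisons, with 5 of the 23 and 0 of the 11 higher. The share of higher calls in normal marrow was 60.7% as reported, 48.7% with DESeq2, 80.6% with limma-voom and 44.9% with at least 10 counts in every library. With only the 6 libraries of a comparison, about 1.6e2 genes (103 higher and 60 lower) were called between populations in normal marrow and 0 genes (599 at an unadjusted p-value under 0.05) for metastasis in niche macrophages.

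Several settings changed the counts of edgeR for metastasis, for causes that were not tested. In niche macrophages 0 genes were called with RLE scaling (1654 at an unadjusted p-value under 0.05) and with library size only (1588), 3 without a low-count filter, 3 with at least 10 counts in every library, 4 with robust dispersion, 2 with a minimum mean of 50 CPM and 2 without small non-coding RNA genes. Chil3, named after its values were seen, was among the calls in each of these 5 fits with 2 to 4 calls, as was Thbs1, and was higher by between 1.04 and 1.25. As reported it was higher by 1.04 and did not pass (edgeR adjusted p = 0.0825). After the GC and the length corrections 1 gene was called, which was Chil3 (1.26 in both fits) and not Thbs1. Chil3 has a close paralog, so its counts are uncertain. In general macrophages 0 were called with library size only (647 at an unadjusted p-value under 0.05) and after the length correction (641), and 5 without a low-count filter. With library size only, the median log2 fold change of all genes between populations in metastatic marrow moved from 0.04 to 0.29 (for metastasis in niche macrophages from -0.17 to 0.06), and the share of higher calls from 69.2% to 82.8%. After the GC and length corrections the share of higher calls in normal marrow was 45.1% and 45.3%.

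Fits that each left out one library called from 176 to 402 genes between populations in normal marrow, from 66 to 83 in metastatic marrow, 0 for metastasis in general macrophages, from 0 to 66 in niche macrophages and from 0 to 16 for the difference of the effects. The highest values for niche macrophages and for the difference came without library B of niche macrophages from normal marrow, where 58 of the 66 and 15 of the 16 were higher.

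With the inter-gene correlation estimated from the data, the iron handling list between populations in metastatic marrow (0.13) and the island macrophage list for metastasis in niche macrophages (-0.92) no longer passed. Lists other than these 2 were not followed, so it is not known whether their results would hold. With one library left out, the island macrophage list ranged from -0.56 to 0.063 for metastasis in general macrophages and from -1.09 to -0.31 for the difference. It passed in 2 of 6 and 2 of 12 of these fits, with camera adjusted p-values from 0.00467 to 0.664 and from 0.00440 to 0.473. The iron handling list ranged from -0.87 to 0.75 between populations in metastatic marrow and passed in 6 of 6 fits although its mean changed sign. For metastasis in niche macrophages it ranged from -1.66 to 0.045 and passed in 2 of 6 fits (camera adjusted p from 0.0137 to 0.235). For metastasis, Cd163 in general macrophages ranged from -0.21 to 2.66 and Itgam in niche macrophages from -0.27 to 0.26.

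With the replicate block and only the 6 libraries, 119 genes were called between populations in metastatic marrow and 3 for metastasis in general macrophages. Deviations of same-numbered libraries from their group means correlated by 0.0226 and 0.0103 on average, and the libraries come from different mice.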

Other observations

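The splits of the libraries and the thinning of near-0 genes were specified before their results were seen, and the other tests in this part were chosen after the result was seen. Of the 10 splits of the 6 libraries from normal marrow, 1, the real one, gave as many as 318 called genes, and the other splits gave at most 1, with between 1103 and 1251 at an unadjusted p-value under 0.05 against 2443. In metastatic marrow, 1 of the 4 splits that part all same-numbered pairs gave as many as 107. The other 6 splits keep some same-numbered libraries together and gave 0 called genes, with at most 616 at an unadjusted p-value under 0.05. For metastasis in general macrophages 1 of 4 such splits gave as many as 2 genes, and 2 of the 6 other splits did. For metastasis in niche macrophages 3 of 10 splits gave as many as 1 gene. By genes with an unadjusted p-value under 0.05 the real split was the largest in both populations, with 1642 against between 1144 and 1415 in niche and 660 against between 384 and 543 in general macrophages. These designs cannot give a share under 0.05. For the difference of the effects, 6 of 60 splits of the marrow labels drawn from 80 gave as many as 1016 genes with an unadjusted p-value under 0.05, the real one among them. The other 5 keep the real marrow labels of at least one population, or their mirror, and so carry its metastasis effect. The 38 drawn splits that keep neither, a set chosen after the result was seen, gave between 674 and 987. The splits therefore do not settle whether the count for the difference exceeds chance.

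The averaged effect of metastasis over both populations, added after the data were examined, called 7 genes by edgeR, 1 higher and 6 lower, and 1 of 60 splits gave as many. DESeq2 called 591 (363 higher and 228 lower). Leaving out library B or C of niche macrophages from normal marrow gave 48 calls (34 higher) or 28 (18 higher), so the balance of directions depended on the test and on these libraries. The genes below were chosen after their values were seen. Thbs1 changed by -1.66 (edgeR adjusted p = 0.000339) and H2-Aa, an antigen presentation gene, by -1.44 (edgeR adjusted p = 0.00293). H2-Aa fell from 185 ± 42.8 to 70.4 ± 23.9 CPM in general and from 769 ± 56.6 to 276 ± 10.04 CPM in niche macrophages (SD, n = 3 each). Slc40a1 changed by -0.88 and did not pass (edgeR adjusted p = 0.0593).

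The calls between populations were tested against technical explanations. Of 318 genes in normal marrow, 284 were called again after a GC correction, 282 after a length correction and 296 without small non-coding RNA genes. Of 107 in metastatic marrow, 96, 101 and 102 were. With all libraries thinned to the smallest total, 298 and 106 were called again. In normal marrow this was no test of depth, since the mean totals of the populations were nearly equal, at 18106600 counts in general and 18122700 in niche macrophages. RNA from other cells remains a candidate explanation for part of the calls, since the median log2 fold change of the B and plasma cell list was 4.08 in normal and 4.18 in metastatic marrow. Without haemoglobin, immunoglobulin and mitochondrial genes, which then cannot be called, 292 of the 318 and 96 of the 107 calls were made again, so these genes account for few of the calls. Other transcripts of those cells were not removed, and part of the difference between populations cannot be told apart from RNA of other cells that were sorted or attached with the niche macrophages.

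Many genes that averaged at least 20 CPM in the other 5 libraries of a population had at most 3 counts in one library. Their share was 3.33% ± 1.76 (SD, n = 3) in niche macrophages from normal marrow, 1.77% ± 1.07 (SD, n = 3) in niche macrophages from metastatic marrow, 0.818% ± 0.448 (SD, n = 3) in general macrophages from normal marrow and 0.281% ± 0.236 (SD, n = 3) in general macrophages from metastatic marrow. The median share over libraries was 1.05%, where Poisson counting noise alone would give under 0.01%. Thinning every library to 50% of its counts raised the share by a median factor of 1.71. As the limit of 3 counts was fixed, thinning could only raise the share, so this does not show that depth contributes. The Poisson share at these depths goes against sequencing depth alone. It cannot point to another source, since the libraries compared came from different mice and both marrow states. Differences between mice or marrow states would also exceed Poisson noise. Few RNA molecules entering the libraries is a further hypothesis that was not tested.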
